A study of Homo sapiens with 20 samples. Its data were reported in "Class IIa HDACs forced degradation allows resensitization of oxaliplatin‐resistant FBXW7‐mutated colorectal cancer" (2025).

How the data were processed

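HCT-116 is a human colorectal cancer cell line. Cells were either wild type (WT) or lacked FBXW7 (KO), a gene whose product marks other proteins for degradation. They received a control pool of small interfering RNAs made by enzymatic digestion (esiCT) or one against the histone deacetylase HDAC4 (esiHDAC4) for 48 h, and were left untreated (UNT) or given 50 µM of the platinum drug oxaliplatin (OXPT) for the last 24 h. Chromatin immunoprecipitation and sequencing (ChIP-seq) measured acetylation of histone H3 at lysine 27 (H3K27ac), a mark of active promoters and enhancers. The 8 combinations had 2 libraries each, named replicate A and replicate B per the labels, so that 16 libraries were analysed. The labels add that 3 experiments were combined and do not say how these relate to the letters, so each replicate may be a pool and the spread between A and B may not equal that between single experiments. The labels also list 4 input samples, whose data were not used here. Every library was assigned to its group from the labels.

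The authors trimmed paired-end reads with Trimmomatic, aligned them to hg38 with Bowtie2, removed duplicates with samtools, called peaks in each library with MACS2 and joined enhancers into super-enhancers (SEs) with ROSE. The study tested read counts in peaks with DiffBind and a count model in a design with replicate and condition. It kept only SEs that also carried H3K4me1 and were found in both replicates, whereas the SE numbers here count single libraries. Read counts and H3K4me1 were not used here, so no count model was fitted, and whether the deposited SE lists had passed the H3K4me1 filter is not given in the sources used here, so every SE number may include SEs without H3K4me1. For each library the authors deposited a peak list and an SE list. In the deposited peak lists, the fold enrichment is the ratio of the summit pileup to the local background, and the p-value and q-value are given as −log10 values. The deposited score of a peak is an integer made from its q-value. The deposited SE lists hold positions only. These values belong to 1 peak in 1 list, and they were used only to rank or filter peaks within a list and to recover read depth.

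Positions are hg38, numbered from 1. All peaks on the autosomes, X and Y ended inside the hg38 chromosome lengths. Of 272083 peaks and 8323 SEs over all libraries, 533 peaks and 28 SEs lay on other contigs and were left out of the comparisons, except in an alternative for the number comparisons that used all contigs. Gene names, exons and start sites came from protein-coding genes of GENCODE version 44. A peak counted as lying at a start site when it came within 1 kb of one.

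The lists give no read totals, so depth was recovered from the values. MACS2 derives fold and p from the same pileup and background, and the pair was solved for a whole number of summit reads with a tolerance of 0.01 on −log10 p, for peaks with −log10 p below 60. For single stronger peaks, given only among the closing observations, a large-count approximation of the Poisson tail was solved instead, without requiring whole reads. Between 99.8% and 100% of the peaks in a library were solved, after a scale of 0.968 on the pileup of WT esiCT UNT replicate B. The lowest background, shared by many peaks of a list, served as an index of depth. On simulated data with 2298 peaks, 100% of summit reads were recovered.

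Numbers of peaks and SEs were compared on the log2 scale with two-sided exact permutation tests that exchanged labels within each replicate letter, which follows the study's own use of replicate in its design. Comparisons of 2 pairs cannot give p below 0.5, or below 0.333 without the letter. Comparisons over all 16 libraries used 4900 arrangements and cannot give p below 4.08e-04, and those over the 8 libraries of one letter cannot go below 0.0286. The overlap of A and B lists was measured as the Jaccard index, the base pairs in both lists divided by those in either, and tested one-sided over the 40320 assignments of B libraries to groups, with a smallest possible p of 2.48e-05. The lists of all libraries were also merged into regions, wherever they overlapped by at least 1 bp. A region switched when it was called in both libraries of one condition and in neither of the other, and that number was set beside the numbers from the other ways to pair the same 4 libraries. Regions called in 3 to 13 libraries were tested for presence with a two-sided exact conditional test stratified by letter, with Benjamini-Hochberg adjustment and a threshold of 0.05. At least 164 peak regions or 7 SE regions would have to switch completely for one to pass that threshold. On simulated data with 200 changed regions, the test recovered 100% of complete switches in each of the 3 comparisons. Where presence changed from 10% to 90% of libraries it recovered 52% of SE regions for KO against WT, 49.5% for OXPT against UNT and 52.5% for esiHDAC4 against esiCT, and 0% of peak regions in each. Correlations over 16 libraries used 100000 permutations, and those over 8 libraries were exact.

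The replicate letters marked separable batches. The shortest peak of a list, which MACS2 by default sets to the fragment length, was 280 ± 5.97 bp in letter A and 240 ± 17.3 bp in letter B (mean ± SD, n = 8 each), with no overlap between the letters (two-sided exact permutation test, p = 4.08e-04, the smallest possible). No pair of lists was identical, and the 2 lists of a group differed in length in every group.

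The loci named were fixed by rule before the data were examined, as were the comparisons and most alternatives. They were the targeted genes FBXW7 and HDAC4, the loci RNF43, NR4A2, PMAIP1 and BBC3 that the study examined, each with 10 kb on both sides, up to 3 switched SE regions per direction with the largest span in KO OXPT esiHDAC4 against esiCT, and up to 3 SE regions per direction with the smallest p for KO against WT. A region was named by the protein-coding gene that overlapped it most, or otherwise by the nearest start site.

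Alternatives were no letter in the test, all contigs, leaving out each library or letter, peaks with −log10 q of at least 10, SEs of at least 10 kb, SEs per 1000 peaks, base pairs covered, 50% coverage of a region, merging peaks within 500 bp or SEs within 10 kb, equal list lengths of the 1752 top peaks by q, and loci with 50 kb on both sides. After the data had been seen, a fold threshold of 3.96 was added, the detection limit of the shallowest library, as were random thinning of the summit reads to its depth over 20 draws and a linear model of the log2 numbers of all 16 libraries with group and letter. Contrasts of that model were tested two-sided by permuting, 100000 times within letters, the residuals of the model without the contrast, with Benjamini-Hochberg adjustment over 16 contrasts. Data were simulated for the difference of the OXPT responses with the residual SD of the SE numbers (0.853). Of 1000 draws, 5.4% passed 0.05 with no difference and 79.9% with a log2 difference of 4. The observed difference of 2.74 was smaller, so the power for it was lower, and it was not simulated. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.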

Results

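H3K27ac was profiled in HCT-116 cells with intact FBXW7 (WT) or without it (KO), after control (esiCT) or HDAC4 (esiHDAC4) silencing, with (OXPT) or without (UNT) oxaliplatin. Each of the 8 groups had 2 libraries, replicates A and B, and each library had its own list of peaks and of SEs. The number of peaks ranged from 1752 in KO esiHDAC4 UNT replicate B to 27927 in WT esiCT UNT replicate A. The number of SEs ranged from 66 in KO esiHDAC4 UNT replicate B to 1265 in WT esiCT UNT replicate B, in the lists as deposited, which may include SEs without H3K4me1. The shortest SE was 298 bp in KO esiCT OXPT replicate A and 277 bp in WT esiHDAC4 OXPT replicate A. It was 286 bp in KO esiHDAC4 UNT replicate A and at least 1545 bp in every other library. SE numbers therefore did not count SEs of the same minimum size in every library. Read totals were not used here, so depth was read from the background pileup that the deposited fold and p-value imply. It ranged from 1.02 reads in KO esiHDAC4 UNT replicate B to 3.17 reads in WT esiCT UNT replicate B. At those backgrounds, the lowest fold that could be called was 3.96 in the shallowest library and 2.95 in the deepest. A region missing from a shallow list was therefore not detected at that depth, which does not show that it lacked acetylation.

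The targeted genes were examined first. FBXW7 (chromosome 4, 152320544 to 152536092) had a peak within the gene or 10 kb around it in 10 of 16 libraries, 7 of them WT, and had no SE in any. At its start site a peak was called in 5 of 8 WT and 3 of 8 KO libraries. HDAC4 (chromosome 2, 239048168 to 239401654) had a peak in 16 and an SE in 10 of 16 libraries. H3K27ac at these loci tests neither the knockout nor the silencing, so the labels were not checked by it.

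The study asked whether loss of FBXW7 changes how the enhancer landscape responds to OXPT. In WT esiCT cells the number of SEs fell from 758 to 394 in replicate A and from 1265 to 284 in replicate B after OXPT. The mean log2 ratio was -1.55 ± 0.86 (SD, n = 2 pairs). In KO esiCT cells it rose from 287 to 930 in replicate A and from 271 to 435 in replicate B, a mean log2 ratio of 1.19 ± 0.72 (SD, n = 2 pairs). Both means were larger than the spread between the pairs. Here and below this only describes the values and is not a test, since 2 ratios of the same sign often meet it. The difference between the responses, KO minus WT, was 2.74 on the log2 scale. Each of these comparisons gave p = 0.5 (two-sided exact permutation test), the smallest p that 2 pairs allow, so none could pass a threshold of 0.05. A linear model of all 16 libraries with group and letter, which assumes 1 spread for all groups, can pass it. In that model the difference between the responses had p = 0.0640 (two-sided permutation test of residuals, adjusted p = 0.686 over 16 contrasts), and no contrast passed 0.05. The alternative that moved the difference most was the number of SEs per 1000 peaks, under which it was 1.40. SE regions called in both libraries of a group are nearer to what the study counted. After OXPT they fell from 604 to 180 in WT esiCT cells and rose from 161 to 328 in KO esiCT cells.

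**Figure D1:**
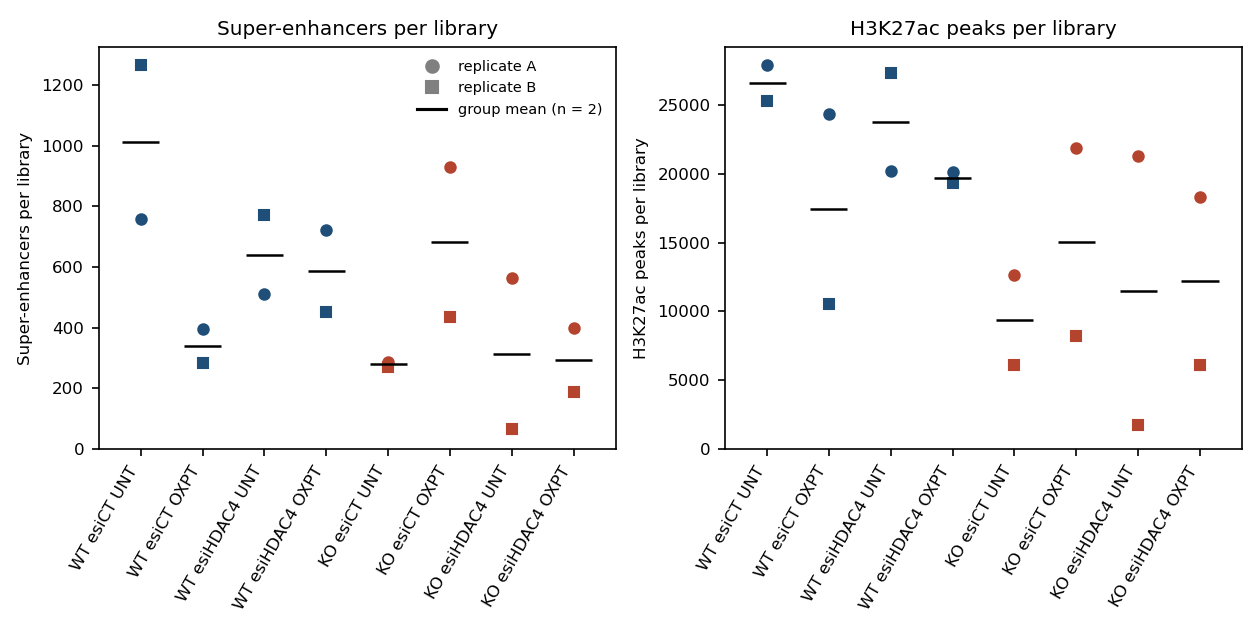
Number of SEs (left) and H3K27ac peaks (right) per library, by group. Points are single libraries (circles replicate A, squares replicate B, blue WT, red KO) and black lines are group means, n = 2. In esiCT cells both SE numbers fell after OXPT in WT, to 394 and 284, and both rose in KO, to 930 and 435.

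Peak numbers moved the same way by less. After OXPT the mean log2 ratio was -0.73 ± 0.75 (SD, n = 2 pairs) in WT esiCT cells, which is within the spread between the pairs, and 0.61 ± 0.26 in KO esiCT cells, which is larger than it. The difference of the responses was 1.34, at the smallest possible p of 0.5 (two-sided exact permutation test). It moved most with peaks of −log10 q of at least 10, where it was 4.68. With reads thinned to the shallowest depth the mean log2 ratio was -0.80 ± 0.23 (SD, n = 2 pairs) in WT and 0.46 ± 0.21 in KO esiCT cells, both larger than the spread.

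After HDAC4 silencing the response of SE numbers and of unthinned peak numbers to OXPT was within the spread between replicates. In KO esiHDAC4 cells the log2 ratio of SE numbers was -0.49 in replicate A and 1.503 in replicate B, and in WT esiHDAC4 cells it was 0.50 and -0.77. For peaks the mean log2 ratio was 0.79 ± 1.42 (SD, n = 2 pairs) in KO and -0.25 ± 0.35 in WT esiHDAC4 cells. With reads thinned to the shallowest depth, peaks in WT esiHDAC4 cells decreased in both pairs (-0.58 and -0.60), which is larger than the spread, at the smallest possible p of 0.5 (two-sided exact permutation test). In KO esiHDAC4 cells the thinned pairs still had opposite signs (-0.73 and 1.14).

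The effect of HDAC4 silencing was then compared in OXPT-treated cells. In KO cells SEs decreased from 930 to 400 in replicate A and from 435 to 187 in replicate B, a log2 ratio of -1.22 in both. In WT cells they increased from 394 to 721 and from 284 to 453, a mean log2 ratio of 0.77 ± 0.14 (SD, n = 2 pairs). Both comparisons gave p = 0.5 (two-sided exact permutation test), the smallest possible. The mean log2 ratio of peak numbers was -0.34 ± 0.13 in KO cells. It was -0.81 ± 0.22 with reads thinned to the shallowest depth, -0.66 with the fold threshold and -0.83 with peaks of −log10 q of at least 10. In WT cells it was 0.30 ± 0.81, within the spread, and replicates A and B had opposite signs (-0.27 and 0.87), as they did after thinning (-0.33 and 0.32).

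Over all 16 libraries, KO libraries had fewer peaks than WT libraries. The difference was -1.18 on the log2 scale (p = 0.00245, two-sided exact permutation test within letters). It was -0.34 in letter A (p = 0.171, two-sided exact permutation test) and -2.01 in letter B (p = 0.0286, exact, the smallest possible), so that the difference passed 0.05 in letter B alone. The difference in SE numbers was -0.91 (p = 0.0592, two-sided exact permutation test). It was -0.22 in letter A (p = 0.629, exact) and -1.61 in letter B (p = 0.0571, exact). For OXPT against UNT the difference was 0.10 for peaks (p = 0.843) and 0.003 for SEs (p = 0.996), and for esiHDAC4 against esiCT it was -0.19 for peaks (p = 0.729) and -0.41 for SEs (p = 0.456), all by two-sided exact permutation tests. These 6 comparisons were not adjusted for one another. KO against WT moved most with SEs per 1000 peaks, where the SE difference changed sign to 0.26 (p = 0.239, exact).

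SE number followed peak number across the 16 libraries. On log2 values Pearson's r was 0.8998 (p = 2.0e-05, adjusted p = 7.5e-05) and Spearman's rho was 0.853 (p = 1.1e-04, permutation tests). Without the 2 libraries farthest from the median peak number r was 0.724. Within letter B r was 0.944 (p = 6.4e-04, adjusted p = 0.00121, exact) and rho 0.952 (p = 0.00114, exact). Within letter A r was 0.658 (p = 0.0664, adjusted p = 0.0767, exact) and rho 0.524 (p = 0.197, exact), and r dropped to 0.0441 without the 2 farthest libraries, so in that letter the relation rested on them. Background depth correlated with peak number over all libraries (r = 0.813, p = 1.2e-04, adjusted p = 3.0e-04, and rho = 0.656, p = 0.0068, permutation tests), with r = 0.674 without the 2 farthest libraries. In letter B r was 0.946 (p = 5.0e-04, adjusted p = 0.00106, exact), rho was 0.881 (p = 0.00724, exact) and r without the 2 farthest was 0.927. In letter A the relation did not pass 0.05 (r = 0.318, p = 0.434, adjusted p = 0.465, and rho = -0.048, p = 0.935, exact). These belong to a family of 15 correlations, over which the p-values were adjusted.

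**Figure D2:**
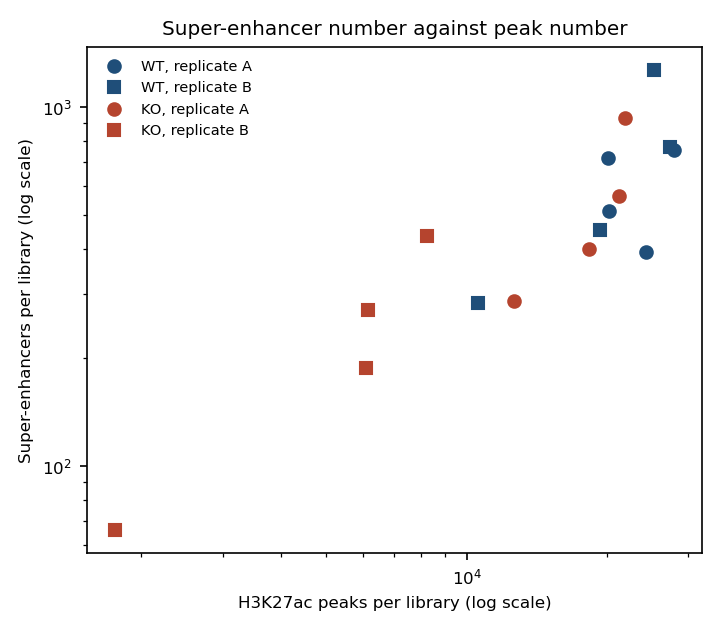
SE number against H3K27ac peak number on log axes, 1 point per library (circles replicate A, squares replicate B, blue WT, red KO). Libraries with more peaks had more SEs, from 66 SEs at 1752 peaks to 1265 SEs at 25333 peaks, with r = 0.8998 over the 16 libraries.

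The 2 libraries of a group shared more than libraries of different groups when A lists were compared with B lists. The mean Jaccard index of SE lists was 0.395 within groups and 0.328 between groups (p = 2.7e-04, one-sided exact permutation test). That of peak lists was 0.238 and 0.206 (p = 6.0e-04, one-sided exact permutation test). The index depends on list length. With lists of equal length the peak difference was 0.0254 (p = 0.0030, one-sided exact permutation test) and still passed 0.05, while SEs carry no value by which their lists could be shortened. As the share of the smaller list that overlaps, the SE difference was 0.0133 (p = 0.328, exact) and the peak difference 0.0126 (p = 0.279, exact), so neither passed 0.05. Between replicates, the Jaccard index of SE lists ranged from 0.109 in KO esiHDAC4 UNT to 0.530 in WT esiCT UNT.

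Which SE regions changed was examined next. After OXPT in WT esiCT cells 281 SE regions were called in both UNT and neither OXPT library, and 5 the other way, 286 in all. Pairing the same libraries by letter or crosswise gave 35 and 35. However, both UNT lists (758 and 1265 SEs) were longer than both OXPT lists (394 and 284), which is not so in the other pairings. SE lists could not be brought to equal length, so the excess may follow from the SE numbers alone. The same limit applies to the other comparisons of SE regions. In KO esiCT cells 3 were lost and 90 gained, 93 in all, against 42 and 26. After HDAC4 silencing in KO OXPT cells 101 were lost and 0 gained, against 96 between letters and 9 crosswise, so the total was far above the crosswise pairing but close to the difference between the letters. In WT OXPT cells 5 were lost and 57 gained, 62 in all, against 70 and 45. For peaks, the condition gave 3576 switched regions after OXPT in WT esiCT cells against 2573 between letters and 661 crosswise. The excess over the letters was also seen with −log10 q of at least 10 (1729 against 200), 50% coverage (4714 against 2822) and merging within 500 bp (2739 against 2027), but not with lists of equal length (241 against 472) or with the fold threshold (2474 against 2617). The other comparisons gave 1022 in KO esiCT cells, 821 in KO OXPT cells and 956 in WT OXPT cells, each below the number between letters (3587, 4971 and 3436). Crosswise these were 484, 389 and 1371, so both KO totals were above the crosswise pairing and the WT OXPT total was below it.

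**Figure D3:**
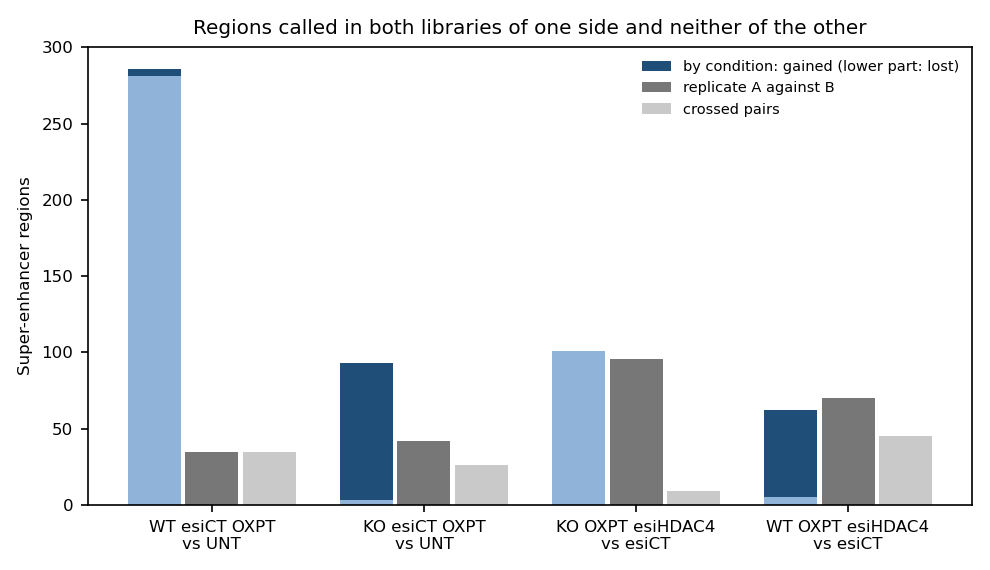
Number of SE regions called in both libraries of one side and neither of the other, for 4 comparisons. SE lists were not brought to equal length. Blue bars split the 4 libraries by condition (light, lost; dark, gained), dark grey bars by replicate letter and light grey bars crosswise. OXPT in WT esiCT cells stood at 286 against 35 and 35, while esiHDAC4 in KO OXPT cells stood at 101 against 96 between letters and 9 crosswise.

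The SE regions with the largest span among the 101 lost in KO OXPT cells were named by rule. A region of 113 kb on chromosome 1 (202005691 to 202118993) covered the start site of ELF3. A region of 63.4 kb on chromosome 20 (53580486 to 53643903) covered that of ZNF217. A region of 63.7 kb on chromosome 7 (116415226 to 116478929) lay within the annotated span of CAV2, outside the exons used. Its distance to the CAV2 start site used here was 20809 bp. All 3 were called in both KO esiCT OXPT libraries and in neither KO esiHDAC4 OXPT library. They were not specific to KO cells. The ELF3 and ZNF217 regions were called in 8 of 8 WT libraries and the CAV2 region in 7. Both WT esiHDAC4 OXPT libraries held all 3, so their absence after HDAC4 silencing was not seen in WT cells.

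Presence of each region was tested over the 16 libraries. Of 778 SE regions and 20090 peak regions, the exact conditional test with Benjamini-Hochberg adjustment called 0 for each of KO against WT, OXPT against UNT and esiHDAC4 against esiCT. At an unadjusted p under 0.05 there were 60, 8 and 4 SE regions, and 2740, 426 and 44 peak regions, in that order. The smallest adjusted p was 0.496 for SE regions and 0.208 for peak regions, both for KO against WT. The SE regions with the smallest p that were more frequent in WT were an intergenic region nearest to MED13 (chromosome 17, 62143771 to 62180448) and one 114 kb from the start site of MYC (chromosome 8, 127850202 to 127860973), each in 7 of 8 WT and 0 of 8 KO libraries (exact p = 0.00204, adjusted p = 0.496). A region near ARHGAP18 (chromosome 6, 129717229 to 129754417) was in 8 WT and 2 KO libraries (exact p = 0.00612, adjusted p = 0.496). More frequent in KO were an intronic region of TTC34 (chromosome 1, 2748308 to 2768604), in 6 KO and 0 WT libraries (exact p = 0.00612, adjusted p = 0.496), and intronic regions of CDK6 (chromosome 7, 92691622 to 92699642) and FAM241A (chromosome 4, 112167465 to 112174929), each in 5 KO and 0 WT libraries (exact p = 0.0306, adjusted p = 0.496). None passed the threshold.

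Of the remaining loci fixed by rule, RNF43 (chromosome 17, 58353676 to 58417595) carried a peak and an SE in 16 of 16 libraries. NR4A2 (chromosome 2, 156324437 to 156342348) carried a peak in 15 and an SE in 13. PMAIP1 (chromosome 18, 59899996 to 59904305) and BBC3 (chromosome 19, 47220822 to 47232766) each carried a peak in 14 and an SE in 2 libraries, both SEs in UNT WT cells.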

Values the study reported

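From read counts in peaks, the study reported 1949 loci with changed H3K27ac after HDAC4 silencing in OXPT-treated FBXW7-null cells. Before joining replicates, the authors checked that their peaks overlapped by 30% or more.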

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

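The tests in the linear model, of library depth, including the thinned difference of the OXPT responses, of peak number and of the contig peaks in this part were chosen only after the result was seen, whereas the check of the sample labels was chosen before it.

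The number of SEs responded to OXPT in opposite directions in the 2 cell lines. Both WT esiCT pairs fell and both KO esiCT pairs rose, and KO minus WT was 2.74 on the log2 scale. The exact test of the difference cannot go below p = 0.5. A linear model of all 16 libraries gave p = 0.0640 (permutation test of residuals, adjusted p = 0.686), so the difference did not pass 0.05. Library depth would need background and SE number to move together, and they did so in 2 of 4 pairs. In WT replicate A depth rose by 0.11 on the log2 scale while SEs fell, and in KO replicate B depth fell by 0.22 while SEs rose, which argues against depth as the whole cause. The number of peaks entering the SE call would predict 1.16 from a line through the 8 esiHDAC4 libraries, 42.5% of the difference. The remaining 1.58 compares with an SD of 0.34 implied by the scatter around that line. That SD came from esiHDAC4 libraries, whereas the difference is between esiCT libraries. Their SEs per 1000 peaks in replicates A and B were 27.1 and 49.9 in WT UNT and 16.2 and 26.9 in WT OXPT cells. In KO cells they were 22.7 and 44.2 in UNT and 42.5 and 52.9 in OXPT. The peak number may therefore account for part of the response, and whether it accounts for all of it stays open. A wrong label stays open for replicate B. Scored by regions picked from the remaining libraries, 16 of 16 fell with their genotype and 14 of 16 with their treatment. The exceptions, KO esiCT OXPT replicate B and KO esiHDAC4 UNT replicate B, had shallow backgrounds of 1.29 and 1.02 reads. Their treatment scores, positive towards OXPT, were 0.045 and -0.015. Every other OXPT library scored higher and every other UNT library lower. In replicate A the WT and KO esiCT libraries scored 0.315 and 0.18 with OXPT, and -0.595 and -0.26 without. This argues against a wrong treatment label in that replicate. The efficiency of the immunoprecipitation, which lists cannot show, and a biological effect of FBXW7 also stay open.

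Peak numbers showed the same opposition, with KO minus WT at 1.34. After every library was thinned to the shallowest depth it was 1.26, with -0.64 and -0.97 in the WT pairs and 0.31 and 0.61 in the KO pairs. Depth is therefore unlikely to be the whole cause. The difference as counted did not pass 0.05 in the linear model (p = 0.323, permutation test of residuals, adjusted p = 0.766), and immunoprecipitation efficiency and FBXW7 stay open.

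HDAC4 silencing in OXPT-treated cells lowered the SE number in both KO pairs and raised it in both WT pairs, with KO minus WT at -1.99. Per 1000 peaks the WT pairs went opposite ways, from 16.2 to 35.8 SEs in replicate A and from 26.9 to 23.4 in replicate B, so the WT rise did not hold in replicate B under that alternative. In the linear model this difference had p = 0.146 (permutation test of residuals, adjusted p = 0.686) and did not pass 0.05. In KO cells depth and SE number moved together in 0 of 2 pairs, since both esiHDAC4 libraries were deeper, by 0.44 and 0.23 on the log2 scale, but held fewer SEs. Depth thus argues against a technical loss by fewer reads there. In WT cells they moved together in 2 of 2 pairs, but in replicate A depth rose by only 0.066 on the log2 scale while SEs rose by 0.87 and peaks fell by 0.27. In replicate B depth rose by 0.41 and SEs by 0.67. This does not decide whether library depth contributed, and depth, immunoprecipitation efficiency and HDAC4 stay open.

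Peaks on unplaced contigs, which entered the number comparisons only in the alternative with all contigs, included 1 region called in 8 KO and 0 WT lists and 2 regions, on different contigs, each called in 7 OXPT and 0 UNT lists. No control libraries were used here to compare them with. The implied local background of the KO region, from the exact or, for stronger peaks, the approximate solution, was 309 times the genome-wide one (median), and those of the OXPT regions were 15.7 and 19.4 times. Such pileups are consistent with reads shared between repeat copies. That does not explain why the regions follow genotype or treatment, and no biological explanation was tested.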

How the results depend on the processing

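The fold threshold, the thinning of reads and the linear model were chosen after the data had been seen, and the remaining alternatives before. Of 250 values from alternatives to the 20 number comparisons, 215 kept their direction and their side of 0.05, 28 changed direction, 6 passed the threshold and 1 lost it. For comparisons of 2 pairs keeping the side says nothing, since none can pass, except in the linear model, where the lowest p was 0.0640 (permutation test of residuals), for the difference of the OXPT responses of SE number. After OXPT the number of SEs fell in WT esiCT cells and rose in KO esiCT cells under every alternative run. With esiHDAC4 it fell in KO OXPT cells under every alternative run. In that order, the ranges over settings were -1.55 to -0.82, 0.58 to 1.19 and -1.22 to -0.80. Leaving out a letter gave -2.16 to -0.94 and 0.68 to 1.70, and -1.22 whichever letter was left out. The cause was not tested for any change below unless stated.

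Per 1000 peaks, the SE difference became -0.28 for OXPT in KO esiHDAC4 cells, 0.12 in WT esiHDAC4 cells, 0.26 for KO against WT and -0.10 for OXPT over all libraries. In KO esiHDAC4 cells both pairs were then negative, whereas the pairs of SE numbers had opposite signs. For esiHDAC4 in WT OXPT cells the mean stayed positive (0.47), but the pairs had opposite signs. With SEs of at least 10 kb, KO against WT was -1.14 (p = 0.0102, two-sided exact permutation test) and with base pairs covered -1.10 (p = 0.0122, exact), so both passed 0.05, within a range of p from 0.0102 to 0.239 over settings. OXPT over all libraries was -0.0825 and -0.14 in those settings. For peak numbers it was -0.62 with −log10 q of at least 10, -0.0884 with the fold threshold and -0.18 after thinning. Thinning also brought esiHDAC4 in WT OXPT cells to -0.00486, the mean of pairs of opposite sign (-0.33 and 0.32).

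Leaving out a library or letter gave ranges that spanned 0 for several SE comparisons: -0.49 to 1.503 for OXPT in KO esiHDAC4 cells, -0.77 to 0.50 in WT esiHDAC4 cells, -0.41 to 0.30 for OXPT over all libraries and -0.82 to 0.0138 for esiHDAC4 over all libraries. For peaks they were -0.27 to 0.87 for esiHDAC4 in WT OXPT cells, -0.21 to 1.80 for OXPT in KO esiHDAC4 cells, -0.30 to 0.36 for OXPT and -0.46 to 0.20 for esiHDAC4 over all libraries. SE number for KO against WT ranged from -1.61 to -0.22. It passed 0.05 without any single one of WT esiCT OXPT replicate A (-1.004), KO esiCT OXPT replicate A (-1.06), WT esiCT OXPT replicate B (-1.09) or KO esiCT OXPT replicate B (-1.11). Peak number for KO against WT ranged from -2.01 to -0.34 and lost the threshold without replicate B.

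Without the replicate letter as a block, the overlap of SE lists within groups exceeded that between groups by 0.04995 (p = 0.0573, one-sided permutation test) and that of peak lists by 0.0047 (p = 0.418, permutation), so both lost the threshold. Libraries of the same letter shared more than those of different letters, which raises the level between groups. As the share of the smaller list the differences were 0.0133 and 0.0126, and with lists of equal length that of peaks was 0.0254 (p = 0.0030, one-sided exact permutation test). Leaving out each group kept both past 0.05. Dropping the block changed no other call, and within letters the correlation of SE and peak number had r = 0.903 with the block.

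Counts of switched regions depended on the lists. With SEs of at least 10 kb they were 178, 37, 29 and 24, for OXPT in WT esiCT, OXPT in KO esiCT, esiHDAC4 in KO OXPT and esiHDAC4 in WT OXPT cells. In KO cells the totals were then below those between letters, 40 and 86, and above the crosswise 6 and 3. With 50% coverage the KO counts were 50 and 47. For peaks in the same order, −log10 q of at least 10 gave 1729, 44, 37 and 93, and equal list length 241, 159, 220 and 150, each below the number between letters (472, 379, 327 and 473). With 50% coverage the last 3 were 240, 220 and 534. With 1 letter left out a region needs only 1 library per side, and the counts rose by construction. For SE regions they were 523 to 993, 262 to 643, 250 to 621 and 287 to 507. For peak regions they were 16085 to 16673, 5426 to 12778, 5637 to 12730 and 11400 to 13936.

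The 138 values of the region tests were 0 calls in every setting run. The correlation of SE and peak number lay between 0.795 and 0.971 in 20 alternatives. Of 21 values at named loci, 15 stayed within 1.5 times. With 50 kb around it, BBC3 had an SE in 5 libraries, and with SEs of at least 10 kb the regions of TTC34, MYC and ARHGAP18 were left in 3, 3 and 6 libraries and those of CDK6 and FAM241A in 0. Depth limits the lists most in KO replicate B and KO esiCT UNT replicate A, where the lowest callable fold was between 3.49 and 3.96, against 2.88 to 3.40 in the remaining libraries.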

Other observations

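The patterns of this part were noticed in the data, and the threshold of 7 libraries, the controls matched for GC, and the tests of the WT regions, the chromosome 3 peak, the SE regions gained in KO and library depth at the OXPT regions and in the letters were chosen after the results were seen. The 100 drawn splits of the region tests were counted after those tests had made no call.

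In each of the 6 region tests the real split made 0 calls and the highest of the other splits made 0. With 0 calls every one of the 100 splits is as large by construction, so these counts can neither exclude nor support chance. A set of 196 peak regions was called in at least 7 more WT than KO libraries, against 1 the other way, although no single region passed its test. Of 100 splits drawn within the letters, 1, the real one, gave as many, and the highest other gave 40. Over all 2450 splits the real one was still alone, and the highest other gave 110, so chance is an unlikely source of that count. With peaks of −log10 q of at least 10 the count was 5 against 1, 2 of 100 splits gave as many and the highest other gave 6, so the excess rested mostly on weaker peaks. Among equal numbers of top peaks the count was 4 against 3, so list length, with fewer peaks in KO lists, is a candidate explanation for the excess. In that setting 1 of 100 splits, the real one, gave as many, and the highest other gave 2. These counts are small, but the genotype split still gave the most. FBXW7 stays open.

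KO libraries had fewer peaks. Thinned to the shallowest depth, KO minus WT was -0.72 on the log2 scale (p = 0.0114, two-sided exact permutation test), with -0.56 in letter A (p = 0.114) and -0.89 in letter B (p = 0.0857). Depth may account for part of the difference of -1.18 but is unlikely to be the whole cause. Immunoprecipitation efficiency and FBXW7 stay open.

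A set of 33 peak regions was called in at least 7 more OXPT than UNT libraries, against 1 region the other way, although no single region passed its test. Of 100 splits drawn within the letters, 1, the real one, gave as many, and the highest other gave 32. Over all 2450 such splits, 38 gave as many (1.55%), up to 196 for the split by genotype. Among the 905 splits with equal numbers of KO and WT libraries on each side, 2 gave as many and the highest other gave 35. Chance is thus an unlikely source, though the margin to the nearest other splits was narrow. The regions were weak. With peaks of −log10 q of at least 10 the count was 0, and at equal list length it was 2 against 2. The background of OXPT libraries was 0.12 higher on the log2 scale (p = 0.628, two-sided exact permutation test), which does not decide on depth. A p53 consensus site, with up to 3 mismatches, lay near the summit in 9 of 33 regions (27.3%) and in 93 of 3640 regions called in as many libraries (2.55%, Fisher's exact test, two-sided, p = 1.5e-07). In sets matched for GC and distance to start sites the mean was 1.19 regions and the highest 5 (permutation p = 0.001, the smallest that 1000 sets can give). Of the 33 regions, 51.5% shared a 16-base word with another, against a mean of 30.1% in the matched sets (p = 0.00799, permutation). As 8 of the 9 regions with a p53 site also shared a word, p53 binding after DNA damage and reads shared between repeat copies are both consistent with the data and were not separated. In 8 OXPT and 0 UNT libraries were 5 regions, nearest to DTWD1, BCL2A1, IFNGR2, TBC1D22A and TGFBR2, named after their values were seen.

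Letter B lists differed from letter A lists in kind. Among the 1752 top peaks of each list, 25.8% in letter B and 47.1% in letter A lay at start sites, a difference of -21.4 percentage points (p = 4.08e-04, two-sided exact permutation test, the smallest possible). List length is therefore an unlikely cause. Summits of those peaks had a mean GC content of 44.6% in letter B and 54.4% in letter A, a difference of -9.82 percentage points at the same smallest p. This is consistent with a GC bias between library batches. Library depth is an unlikely cause, since letter B was the deeper one in 3 groups, all WT, and in all 3 its top peaks had the lower GC content and start-site share, as in the remaining groups. No biological explanation was tested, since each letter holds every group.

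A peak on chromosome 3 (93470391 to 93470830) was called in 8 of 8 KO and 0 of 8 WT lists, and ranked 1 by q in every KO list. It was the 1 region of that kind, against 29 regions called in all 8 WT and no KO lists. Its implied local background, solved with the large-count approximation since its −log10 p was far above the limit of the exact solution, was 3310 times the genome-wide one (median). Reads shared between repeat copies are a candidate explanation for its height. Why WT lists lacked it stays open, and the inputs used in calling could matter.

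Of the 90 SE regions gained after OXPT in KO esiCT cells, 56.7% were absent from both KO esiHDAC4 OXPT lists. Lists of the same length drawn by each region's call rate gave 58.3% (50.0% to 66.7%). Those lists were drawn at the shorter esiHDAC4 lengths, so the comparison detects no loss at these regions beyond that of the whole list and leaves its cause open. The regions were not rarely called elsewhere, as 60% of them were in both WT esiCT UNT lists. Of the 281 SE regions lost after OXPT in WT esiCT cells, 8.54% were called in both WT esiHDAC4 OXPT lists, below the simulated 15.0% (11.7% to 18.9%).

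In KO esiHDAC4 UNT, 4.68% of the replicate A peaks overlapped a replicate B peak, and 81.3% of the B peaks an A peak. The first share is lower than the value quoted from the study above, whose denominator is not given in the sources used here. In 4 other groups the share of A peaks was also lower than that value (25.9% in WT esiCT OXPT, 24.99% in KO esiCT UNT, 23.5% in KO esiCT OXPT and 20.4% in KO esiHDAC4 OXPT), while in WT esiCT UNT, WT esiHDAC4 UNT and WT esiHDAC4 OXPT it was higher (62.7%, 71.2% and 49.1%). The share of B peaks was higher in every group, from 51.3% to 81.3%.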
